# Attenuated expression of MTR in both prenatally androgenized mice and women with the hyperandrogenic phenotype of PCOS

**DOI:** 10.1371/journal.pone.0187427

**Published:** 2017-12-12

**Authors:** Lei Lei, Lijun Ding, Jing Su, Mengyuan Liu, Qingqing Shi, Jianjun Zhou, Haixiang Sun, Guijun Yan

## Abstract

Polycystic ovary syndrome (PCOS) is a common endocrine, metabolic and heterogeneous disorder in women of reproductive age, the exact etiology of which remains unknown. To unravel the molecular mechanisms underlying the hyperandrogenic phenotype of PCOS, prenatally androgenized (PNA) mice were used to mimic this phenotype in women with PCOS. Using microarray analysis, 1188 differentially expressed genes, including 671 upregulated and 517 downregulated genes, were identified in ovaries from PNA mice. Five differentially expressed genes (*Aldh1a7*, *Bhmt*, *Mtr*, *Nrcam*, *Ptprg*) were validated, and decreased MTR expression was shown in ovaries of PNA mice. In addition, results from qRT-PCR showed decreased *MTR* expression in granulosa cells (GCs) from women with the hyperandrogenic phenotype of PCOS. Serum levels of S-adenosyl methionine (SAM), the downstream product of MTR, were also decreased in PNA mice and women with the hyperandrogenic phenotype of PCOS. Our study provides evidence that the hyperandrogenic phenotype of PCOS is linked to abnormal folate one-carbon metabolism.

## Introduction

Polycystic ovary syndrome (PCOS) is one of the most common endocrine and metabolic disorders, affecting about 5%-15% of women of reproductive age [1]. Symptoms of PCOS include amenorrhea or oligomenorrhea, hyperandrogenism, and polycystic ovarian morphology. As a heterogeneous disorder, PCOS shows evidence of a genetic predisposition among patients, but the exact etiology remains unknown [2].

Previous studies have been conducted on many candidate genes for PCOS, principally related to reproductive hormones, insulin resistance, and chronic inflammation, including follicle-stimulating hormone receptor (*FSHR*) [3], insulin receptor (*INSR*) [4], and tumor necrosis factor (*TNF*) [5]. Microarraywas also used to screen for differentially expressed genes in PCOS using ovaries [6], theca cells [7], oocytes [8], cumulus cells [9], and even skeletal muscle [10] and adipose tissue [11]. The first genome-wide association studies (GWAS) and subsequent follow-ups were performed in Han Chinese women, and investigators identified the following PCOS candidate loci: *DENND1A*, *INSR*, *YAP1*, *C9orf3*, *RAB5B*, *HMGA2*, *TOX3*, *SUMO1P1/ZNF217*, *THADA*, *FSHR*, and *LHCGR* [12, 13]; *DENND1A* was validated by another study [14].

Unfortunately, susceptibility genes for PCOS were often controversial in nature in previously reported studies. The controversy is partly due to ethnic differences, but different PCOS phenotypes could also be another reason [1]. Animal models may help to investigate the pathophysiologic mechanisms in a certain phenotype of PCOS. As an important feature of PCOS, hyperandrogenism is also one of the diagnostic criteria for this disease, a feature distinct from metabolic dysfunction. Therefore, to investigate the etiology of the hyperandrogenic phenotype of PCOS, a prenatally androgenized (PNA) mouse model was validated and used for microarray analysis. Differentially expressed genes (1188) were identified in ovaries from PNA mice, and five of these (*Aldh1a7*, *Bhmt*, *Mtr*, *Nrcam*, *Ptprg*) were validated by qRT-PCR; MTR expression was then further evaluated by western immunoblotting analysis and immunohistochemistry. MTR is the only mammalian enzyme that metabolizes N^5^-MeTHF to regenerate the active cofactor tetrahydrofolate (THF)[15]. The overall reaction converts 5-methyltetrahydrofolate (N^5^-MeTHF) into THF while transferring a methyl group to homocysteine(Hcy) to form methionine(Met). Met is further used to synthesize S-Adenosyl methionine(SAM), the main methyl donor of DNA methylation, under ATP action. Decreased *MTR* expression in granulosa cells (GCs) from women with the hyperandrogenic phenotype of PCOS was also validated by qRT-PCR. Additionally, serum levels of SAM, the downstream product of MTR, were decreased in both PNA mice and the hyperandrogenic phenotype of women with PCOS. The present study, therefore, provides novel basic information on the relationship between MTR and the hyperandrogenic phenotype of PCOS.

## Materials and methods

### Animals

All experimental procedures were performed in accordance with the guidelines of the Experimental Animals Management Committee (Jiangsu Province, China) and were approved by Nanjing Drum Tower Hospital Experimental Animals Welfare &Ethical committee (20150302).Adult ICR mice (females, 6 weeks of age, n = 50; males, 10 weeks of age, n = 10) were purchased from the Animal Experimental Center of Yangzhou University (Jiangsu Province, China), and housed in the Drum Tower Hospital Animal Experimental Center (Jiangsu Province, China) at 22°C, on a 12 h light/12 h dark cycle with lights on at 07:00 am, and with ad libitum access to chow and water. Females were mated with males and checked for copulatory plugs daily. The date of the plug was considered day 1 of gestation. Pregnant dams were injected daily s.c. with 70 μl of sesame oil containing 350 μg of DHT (521-18-6, Sigma, USA)or sesame oil vehicle on days 16–18 of gestation, and female offspring were studied. The mice were euthanized through anesthesia with chloral hydrate. Tissues and blood were harvested from all animals post euthanization.

### Assessment of estrous cyclicity and fertility

The body weights of PNA and control mice were recorded, starting at 21 days of age. Vaginal smears were obtained daily in all adult mice from 2 months of age for 3 weeks or those showing consecutive estrous cycles. The fertility of adult mice (n = 6 each group) was tested by mating with proven fertile ICR males (1: 1) for 3 months. The numbers of litters and pups per litter were recorded.

### Testosterone and S-adenosyl methionine measurements in mice

The mice were anesthetized with chloral hydrateon diestrus, and blood was collected from the posterior orbital venous plexus. The blood samples were then centrifuged and the serum was frozen at -80°C for hormonal analysis. The concentration of testosterone (T) was measured using an ELISA kit (YANYU, Shanghai, China), and the serum levels of SAM were also detected using an ELISA kit (CEG414Ge, Cloud-Clone Corp, Wuhan, China).

### Ovarian histology and follicle counting

After blood was collected from mice, ovaries were removed, weighted and then fixed in Bouin’s solution. Ovarian index was calculated using ovarian weight * 1000/body weight * 100 (%). After fixation for 4–6 h, the samples were dehydrated and embedded in paraffin, sections cut at 5 μm, and every fifth section was stained with hematoxylin and eosin (H&E). Follicle counting was performed using an unbiased stereologic method. Only follicles containing an oocyte nucleus were counted. The total number of follicles was then multiplied by five. Follicles were classified according to the classification system in a previous report [16].

### Microarray analysis

The microarray was conducted by Genechem Co., Ltd. (Shanghai, China). The GeneChip^®^ Mouse Genome 430 2.0 Array (900496, Affymetrix) was used for the experiment, and 2 groups of samples were tested, with each group containing 5 mouse ovaries. RNA was extracted using Trizol reagents, and qualified with a NanoDrop 2000 and Agilent Bioanalyzer 2100. The quality control standards were as follows:1.7 < A260/A280 < 2.2 (ThermoNanoDrop 2000), RIN ≥ 7.0 and 28S/18S > 0.7 (Agilent 2100 Bioanalyzer). The qualifying samples were entered into the microarray experiment.

### Quantitative real-time PCR (qRT-PCR)

RNA was extracted using Trizol reagents and measured with spectrometry for OD260/280. cDNA was prepared with 5× All-In-One RT MasterMix (G490, ABM, USA) according to the manufacturer’s recommendations. Real-time PCR was performed with a SYBR-Green Mixture (Bio-Rad, USA). Primers were searched from https://pga.mgh.harvard.edu/primerbank/. The sequences of specific PCR primers in this study are listed in S1 Table. Primers were synthesized by Sangon (Sangon Biotech, Shanghai, China).Each sample was run in triplicate as follows: 2 μl cDNA, 1 μl primer, 7 μldd H_2_O, and 10 μl SYBR Green Master Mix in a total volume of 20 μl; and 18s rRNA was measured as an internal control. The PCR procedure was as follows: initial denaturation at 95°Cfor 1 min followed by 40 cycles of amplification (denaturation at 95°C for 15 sec, annealing at 60°C for 1 min), and then primer template extension at 72°C for 3 min. Melting curve analysis was performed to confirm the specificity of amplification, and the relative *MTR* level was determined using 2^−ΔΔCT^.

### Immunohistochemistry (IHC)

The expression of MTR was also confirmed by immunohistochemistry. Sections were baked at 65°C, dehydrated, and incubated in 3% H_2_O_2_. Sections were subjected to antigen retrieval by boiling in 10 mM citrate buffer (pH 6.0), and rinsed in TBS. We added solution A (Biotin block), washed with TBS, added solution B (Biotin block), and we again washed sections with TBS. Sections were incubated in normal goat serum for 1 h at 4°C, incubated with anti-MTR (1:200, ab66039, Abcam, UK) in 3% BSA overnight at 4°C, incubated in biotinylated goat anti-rabbit IgG (1:200 dilution) for 2 h at room temperature, and then washed with PBS. We added reagent SABC (12E02A, BOSTER, Wuhan, China) and incubated sections at 37°C for 20 min, washed with PBST, visualized binding with DAB, and terminated the incubation with distilled water. Slides were stained with hematoxylin, dehydrated, and mounted. The average integrated optical density (IOD) was measured for each sample by Image-pro Plus 6.0 (Media Cybernetics, USA).

### Western blot(WB) analysis

Ovarian lysates from mice were separated by SDS/PAGE and transferred onto nitrocellulose membranes. Membranes were probed with polyclonal MTR antibodies (1:2000, ab66039, Abcam, UK), and blots were visualized by using peroxidase-conjugated second antibody and an ECL detection kit (Amersham Pharmacia Biosciences). Western blot data were quantified and normalized to GAPDH (1:10000, Bio-Rad, USA).

### Clinical samples

Women with the hyperandrogenic phenotype of PCOS and age-matched controls were recruited from the Center for Reproductive Medicine, Nanjing Drum Tower Hospital, from January to December 2016. All subjects were unrelated Han Chines eand were recruited after providing informed written consent. The study was approved by the Medical Ethical Committee of Nanjing Drum Tower Hospital. The diagnosis of PCOS was based upon the 2003 Rotterdam Diagnostic Criteria [17].All patients with PCOS in this study had oligomenorrhea, hyperandrogenism, and a clear diagnosis of polycystic ovaries by ultrasonography. The controls were fertile women undergoing IUI or IVF for male factor infertility; women with ovarian factor or complications affecting ovulation (e.g., hypothyroidism, diabetes mellitus, endometriosis, hyperprolactinemia) were excluded.

### Hormonal and S-adenosyl methionine measurements in women

On cycle days 2 or 3, venous blood samples were collected; and serum hormone levels, including follicle-stimulating hormone (FSH), luteinizing hormone (LH), prolactin (PRL), estradiol (E_2_) and testosterone (T), were measured using ELISA Kits (FSH, 33520; LH, 33510; PRL, 33530; E_2_, 33540; T, 33560; Beckman Coulter, Inc, USA). Blood samples were also collected and centrifuged on the day before HCG was injected, and serum was frozen at -80°C for SAM analysis (CEG414Ge, Cloud-Clone Corp, Wuhan, China). Ultrasonography was performed on cycle day 4 or 5 to measure the thickness of endometrium, count the number of antral follicles and confirm the absence of corpus luteum.

### Isolation of human granulosa cells

All women were injected with gonadotropin-releasing hormone (GnRH) agonist at the beginning of the midluteal phase, and then ultrasonographic scans and serum estradiol assays were performed to monitor follicular size. When 3 or more follicles with a mean diameter of 16 mm were observed, 5000–10,000 IU human chorionic gonadotropin (HCG) was injected. Ultrasound-guided oocyte retrieval was performed 36 hours later. The granulosa cells (GCs) around oocytes were collected and washed twice with Dulbecco’s modified Eagle’s medium (DMEM) after removal of the oocyte, and kept in TRIzol (15596–018, Invitrogen, USA) at -80°C for RNA isolation.

### Statistical analysis

Statistical analysis was performed using SPSS 19.0 (IBM, USA). The means ± SD of the data were calculated. Either Student’s *t*-test or *t’*-test was used to determine the significance between the two groups. A P value < 0.05 was considered to be statistically significant.

## Results

### Hyperandrogenism disrupts estrous cyclicity, impairs fertility and increases serumtestosterone levels in PNA mice

PNA mice exhibited prolonged estrous cycles (8.79 ± 2.58 days, n = 15) compared with controls (4.5 ± 0.46 days, n = 15) (*P*< 0.001),which was mainly due to the increased durations of estrus and metestrus. An absence of proestrus was also be observed in the PNA mice (Fig 1A, S1A and S1B Fig). Adult PNA mice had fewer litters and smaller litter sizes (1.67 ± 0.52 litters, 4.83 ± 1.25 pups/litter) compared with the controls (3.33 ± 0.52 litters, 14.65 ± 0.91 pups/litter) during a 3- month period (*P*< 0.001) (S1C and S1D Fig).

**Fig 1:**
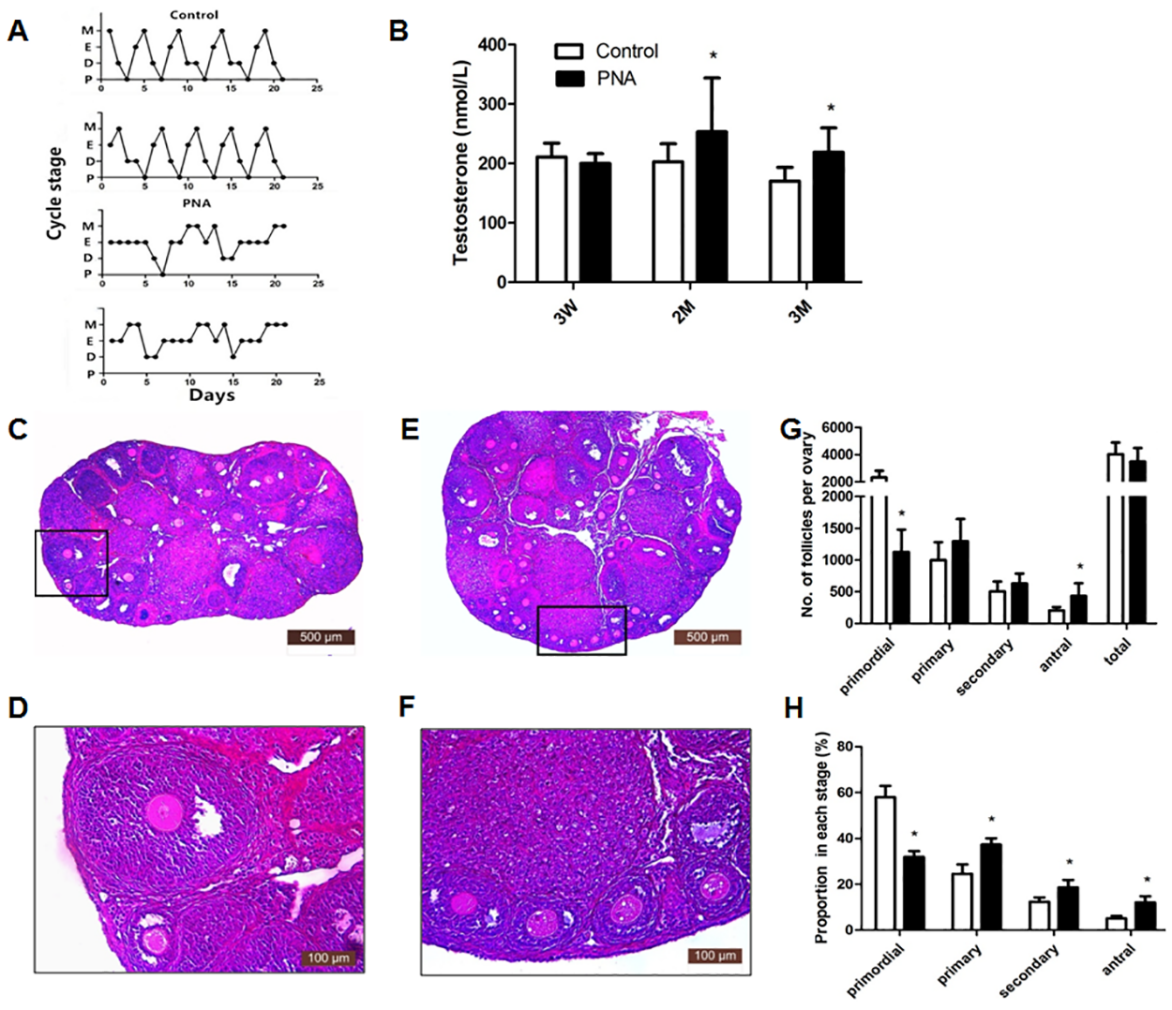
Estrous cycle, serum testosterone levels, ovarian morphology and follicles counting of mouse. (A) Representative estrous cycles in control (*Upper*) and PNA mice (*Lower*) (M, metestrus; E, estrus; D, diestrus; P, proestrus). (B) T levels in diestrus mice. (C) (D) HE stained ovarian section of control mouse at 3 months. (E) (F) HE stained ovarian section of PNA mouse at 3 months. (G) Follicle counting at 3 months, numbers represent total counting of every fifth section from serially sectioned ovaries. (H) Proportion of follicles in each stage.(*: *P*< 0.05).

To examine the endocrine factor contributing to abnormal cyclicity in PNA mice, serumT was measured. T levels at 3 weeks of age showed no difference between the two groups (*P*> 0.05), but PNA mice had increased T levels at 2 months of age (253.14 ± 90.60 nmol/L, n = 21 vs. 202.79 ± 30.32 nmol/L, n = 15; *P* = 0.026) and 3 months of age (218.80 ± 41.05 nmol/L, n = 21 vs.170.24 ± 23.21 nmol/L, n = 13; *P*< 0.001) (Fig 1B). These data suggest that PNA treatment elevated T levels in adult PNA mice, but not before puberty. It was also found that T levels at 3 months decreased compared with levels at 3 weeks in the control group, which was not found in the PNA mice.

### Hyperandrogenism alters ovarian morphology and folliculogenesis in PNA mice

Body weight of PNA mice (13.91 ± 2.84 g, n = 18) was increased compared with the control group (12.01 ± 2.46 g, n = 29) at 3 weeks of age (*P* = 0.020), but there was no difference between the two groups after puberty (S1E Fig). Ovarian weight of the PNA mice (33.36 ± 8.61 ×10^−4^ g, n = 18) was increased compared to the control group (26.45 ± 7.67 ×10^−4^ g, n = 29) (*P* = 0.006), but the ovarian index was not significantly different between the two groups at 3 weeks of age. At 2 months, the ovarian weight and ovarian index of the PNA mice were both significantly decreased compared to the control group (52.03 ± 21.04 ×10^−4^ g, 35.38 ± 10.60%, n = 14 vs.77.67 ± 21.04 ×10^−4^ g, 50.54 ± 16.27%, n = 12; *P* = 0.008, *P* = 0.009). At 3 months of age, there was no statistical difference in ovarian weight or index between the two groups (S1F and S1G Fig).

Compared with the controls, ovaries in the adult PNA mice (3 months old) exhibited a greater number of small antral follicles, fewer corpora lutea, but contained cyst-like structures (Fig 1C–1F). Although the total number of antral follicles was increased, the number of preovulatory follicles was decreased in the ovaries of adult PNA mice. In addition, antral follicles of the PNA mice exhibited a thinner granulosa cell layer.

Follicle counting (n = 10 each group) showed that PNA mice possessed fewer primordial follicles (1126 ± 352.79 vs. 2318.5 ± 491.95, *P*< 0.001) and more antral follicles than controls (433 ± 200.52 vs. 204 ± 55.26, *P* = 0.006). There was no difference in the number of total follicles, or in primary or secondary follicle number (*P*> 0.05) (Fig 1G).However, when we analyzed the proportion of follicles at each stage, the PNA mice exhibited a lower percentage of primordial follicles (31.92 ±2.50% vs. 57.95 ± 4.98%, *P*< 0.001) and a higher percentage of the other three follicular stages (primary, 37.33 ± 2.76% vs. 24.55 ± 4.10%, *P*< 0.001; secondary, 18.65 ± 3.26% vs. 12.389 ± 1.85%, *P*< 0.001; antral,12.10 ± 2.70% vs. 5.12 ± 1.11%,*P*< 0.001) (Fig 1H). These results suggested that follicles were overly activated in the PNA mice.

### Novel differentially expressed genes in PNA mice

RNA extracted from ovaries was qualified using a NanoDrop 2000 and Agilent Bioanalyzer 2100 (S2 Fig). 

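Ovarian RNA of PNA and control mice was compared on the Affymetrix Mouse Genome 430 2.0 chip, on which each transcript is measured by a probe set, a group of short oligonucleotides, and a gene can have several probe sets. PNA mice were the female offspring of ICR dams that had received 350 µg of DHT (dihydrotestosterone, an androgen that aromatase does not turn into estrogen) per injection on gestation days 16 to 18, and the dams of control mice had received the oil alone. Each group contained 5 ovaries and is represented by 1 array. The authors deposited a linear signal intensity and a log2 value for each of 45101 probe sets, with the log2 values centred for each probe set over both arrays. The software that summarised and normalized the probes is not given in the sources used here. The log2 ratio of the linear signals equals the difference of the centred log2 values within 2e-06, so both tables carry the same normalization between the arrays. After 64 Affymetrix control probe sets were left out, 45037 were analysed, of which 38130 name a single gene, 1253 name several genes and 5654 name none. The median signal was 48.7 on the control array and 49.5 on the PNA array.
A gene was represented by its brightest probe set among those that name it alone, and a change of at least 1.5-fold, the criterion of the study, was required before a gene was called higher or lower. The 40th percentile of each array was taken as a floor, at a signal of 30.45 for control and 30.65 for PNA ovaries. A gene below the floor on 1 array is given as at least N-fold changed against that floor, and a gene below it on both arrays is given no direction. Counts use the measured ratio. The number of arrays limits the precision of all values: with 1 array per group there is no replicate check, and no SD or p-value can be given. For gene lists, the median log2 ratio of PNA over control is given with its percentile among 10000 random lists of as many genes matched on mean signal, which describes these arrays and is no p-value. The gene lists, the floor and the alternative settings were fixed before the data were examined, except where stated.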

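*Slit2*, which encodes a secreted guidance cue, rose from a signal of 68.5 in control ovaries to 606 in PNA ovaries, a log2 ratio of 3.15. Other increases were in *Akr1b7*, an aldo-keto reductase (42.5 to 280, log2 ratio 2.72), *Comp*, a matrix protein of cartilage (39.4 to 245.5, log2 ratio 2.64), and *Cyp19a1*, the aromatase that converts androgens to estrogens (388.5 to 1578.5, log2 ratio 2.02). The rest of the 10 largest increases were in the interferon-induced genes *Ifit1* (2.27) and *Usp18* (1.73), the neuronal adhesion gene *Cntnap2* (2.05), the uncharacterised *G530011O06Rik* (1.79), *S100a9*, a calcium-binding protein abundant in neutrophils (1.76), and the protease gene *Ctsk* (1.73). The largest decreases were in *Nrcam*, a cell adhesion molecule (log2 ratio -4.14), and *Ces2a*, a carboxylesterase (761 to 43.7, log2 ratio -4.12). *Lrrn1* fell from 1846 to 210.5 (log2 ratio -3.13), and *Hsd17b7*, an enzyme of estradiol and cholesterol synthesis, fell from 4113 to 564 (log2 ratio -2.87). The log2 ratio was -2.87 for *Cpxm2*, -2.76 for *Bhmt*, -2.69 for *D630023F18Rik*, -2.58 for *Gng13*, -2.48 for *1110002E22Rik* and -2.31 for *Plin5*, a lipid droplet protein. These 20 genes are the 10 largest increases and the 10 largest decreases among genes above the floor on both arrays whose other probe sets above the floor moved the same way.
Over all 45037 probe sets, 975 were at least 1.5-fold higher and 718 at least 1.5-fold lower in PNA ovaries, so that 57.6% of the changed probe sets were higher. Counted by gene, 352 of the 14117 genes above the floor on at least 1 array were higher and 305 lower by their measured ratio. Among these, 29 of the higher and 30 of the lower genes lay below the floor on 1 array and were under 1.5-fold against that floor. With 50 added to both signals, which damps ratios of dim probe sets, 281 probe sets were higher and 263 lower.

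**Figure D1:**
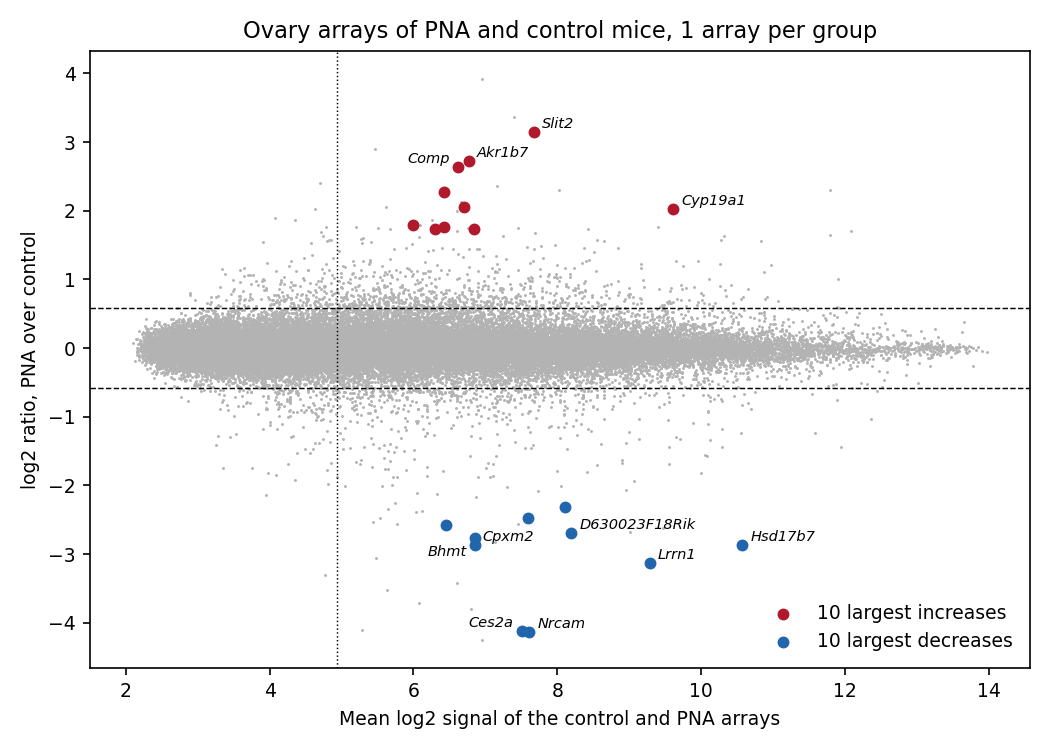
Log2 ratio of PNA over control (vertical axis) against the mean log2 signal of the control and PNA arrays (horizontal axis) for 45037 probe sets, with dashed lines at 1.5-fold and a dotted line at the floor. Red and blue points are the 10 largest increases and the 10 largest decreases named by the rule, from *Slit2* at 3.15 to *Nrcam* at -4.14.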

Over 39,000 transcripts were analyzed with the GeneChip^®^ Mouse Genome 430 2.0 Array by using the selection criteria of fold change ≥ 1.5, and a total of 671 gene transcripts were activated while 517 others were repressed in PNA mouse ovaries (Fig 2A). Genes involved in androgen biosynthesis and LH secretion (*Hsd11b1*, *Hsd17b2*, *Hsd17b7*, *Cyp11a1*, *Cyp17a1*, *Cyp19a1*, *Cyp2d22*, *Cyp39a1*, *Cyp4f18* and *Lhcgr*), ovarian function and folliculogenesis (*Pten*, *Amh* and *Nppc*), and inflammation (*CCL2*, *CCL5*, *CCL7*, *CXCL1*, *CXCL9*, *CXCL10*, *and CCR7*) were among those with differential expression.

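Of the 10 genes named here for androgen biosynthesis and LH secretion, 5 rose in PNA ovaries, 4 fell and *Cyp11a1* stayed under 1.5-fold. Besides *Cyp19a1*, the increases were in *Cyp2d22* (86.5 to 267.5, log2 ratio 1.63), *Cyp17a1*, the theca cell enzyme that forms androgen precursors (2709 to 5448, log2 ratio 1.01), *Hsd17b2*, which inactivates sex steroids (52.3 to 98.9, log2 ratio 0.92), and *Hsd11b1*, which regenerates active glucocorticoid (153.5 to 247, log2 ratio 0.69). Besides *Hsd17b7*, which was lower on all 4 of its probe sets, the decreases were in *Lhcgr*, the LH receptor (1246 to 458, log2 ratio -1.44), *Cyp4f18* (2118 to 1220, log2 ratio -0.80) and *Cyp39a1* (84.5 to 54.0, log2 ratio -0.65). *Cyp11a1*, whose enzyme starts steroid synthesis by cleaving the cholesterol side chain, had a signal of 14622 in control and 14393.5 in PNA ovaries (log2 ratio -0.02), and a much dimmer probe set of the same gene went from 67.0 to 42.5 (log2 ratio -0.66). The list median was 0.33, at percentile 100. The study chose this list on these samples, so it is not independent evidence of a direction.
Among 19 measured genes of steroid hormone synthesis, 4 of which are on the study's list, 2 rose (*Cyp19a1* and *Cyp17a1*) and 2 fell (*Hsd17b7* and *Srd5a1*, the latter from 418 to 258), with a median of 0.07 at percentile 98.7. Genes of cholesterol synthesis and uptake had a median of 0.11 at percentile 99.95. Of the 23 above the floor, 3 rose, among them *Insig1*, which retains the sterol sensor in the endoplasmic reticulum (631 to 1146, log2 ratio 0.86), and *Hsd17b7* alone fell. The changed members of the cytochrome P450 family (3 higher and 2 lower of 27 above the floor, median of the family 0.00 at percentile 63.6) and of the hydroxysteroid dehydrogenases (2 higher and 1 lower of 13, median 0.12 at percentile 99.8) are all on the study's list. With 50 added to both signals, 3 of the study's 10 genes, 0 hydroxysteroid dehydrogenases and 3 P450 genes were higher, and 1 P450 gene was lower. Over the genes above the floor, the steroid synthesis median lay at percentile 92.6, and with the mean of all probe sets that of the hydroxysteroid dehydrogenases was 0.07, both within the range of most random lists.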

**Fig 2:**
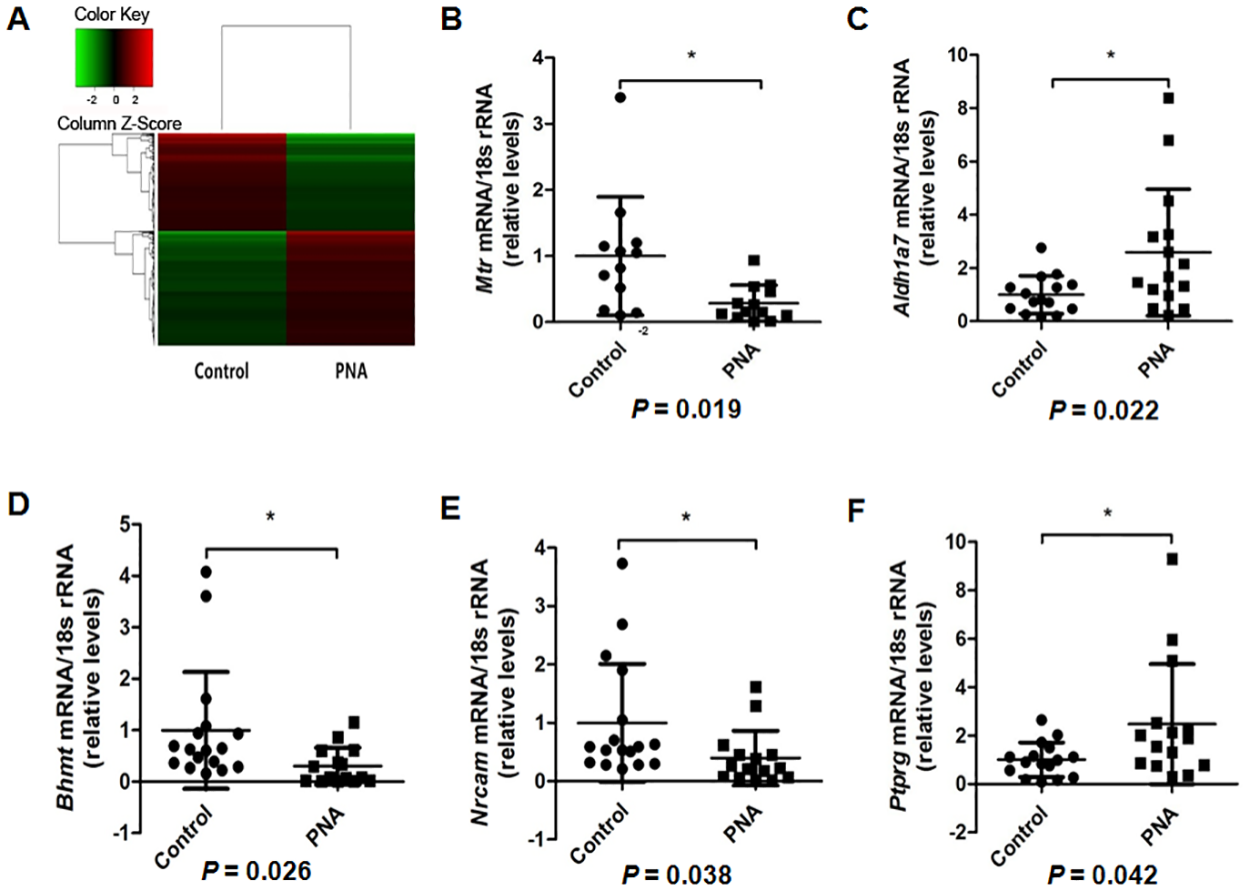
Microarrayanalysis and validation. (A) Heatmap of microarray analysis. (B) -(F) Five differentially expressed genes were validated by qRT-PCR(B, *Mtr*; C, *Aldh1a7*; D, *Bhmt*; E, *Nrcam*; F, *Ptprg*).(*: *P*< 0.05).

The differentially expressed genes were enriched and analyzed according to the gene information of all pathways in KEGG and BIOCARTA. 

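Genes annotated with chemokine activity, secreted proteins that attract leukocytes, changed in the largest share among the terms with the highest ratios. Of 23 such genes above the floor, 8 rose and 1 fell, against a mean of 1.40 changed genes in random draws matched on signal (6.45 times as many, percentile 100). For antigen binding, 5 of 14 genes changed by their measured ratio: the immunoglobulin chains *Ighg*, *Ighg2c* and *Igk*, and *Jchain*, which joins antibody molecules, were higher, and *Iglv1* was at least 1.33-fold higher against the floor (6.985 times the random mean, percentile 99.97). The cyclin-dependent kinase inhibitors, which hold back the cell cycle, changed in 4 of 12 genes, with *Cdkn2b* higher, *Cdkn2a* at least 1.03-fold higher against the floor, and *Cdkn1c* and *Cdkn1b* lower (8.02 times the random mean). The other terms with high ratios were NADPH binding (2 of 11 genes, 7.465 times the random mean) and the cellular component nuclear euchromatin (*Jun* higher, *Nr1h4* and *Trim24* lower, of 13 genes, 6.28 times). Among the molecular functions of S4 Table, receptor binding held 21 changed genes of 242, 14 higher and 7 lower, against 10.4 at random (percentile 99.9), with *Slit2*, *Amh* and *Tnc* among the higher ones and *Wnt10a* among the lower ones. Receptor activity held 6 changed genes of 127 against 6.19 at random, and enzyme regulator activity held 0 of 12 against 0.431. G-protein coupled receptor binding held 5 of 28 (*Ccl2* higher, and *Saa1*, *Saa2*, *Wnt10a* and *Wnt10b* lower) against 1.36. Chemokine receptor binding held 1 of 2, cytoskeletal protein binding 1 of 48, enzyme activator activity 1 of 17 and protein kinase regulator activity 0 of 4. The members of these terms were named after their values were seen. The terms are those that the deposited annotation gives directly to each gene, over 11143 genes for molecular function, of which 482 changed. S4 Table counts 41 changed genes for receptor binding, 42 for receptor activity and 31 for enzyme regulator activity. The gene sets behind it were not used here, so the counts given here do not test those of the paper. At a fold change of at least 2, the ratios of the kinase inhibitor and NADPH terms were 0, and nuclear euchromatin, G-protein coupled receptor binding and receptor binding (percentile 78.0) came within the range of most random draws.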

The top 3 pathways were cancer, cytokine-cytokine receptor interaction, and chemokine signaling pathway; the top 3 under biological processes were signal transduction, multicellular organismal development and anatomical structure development; and the top 3 molecular functions were receptor binding, receptor activity and enzyme regulator activity (S2–S4 Tables).

To validate the expression changes identified by microarray analysis, the expression levels of 5 differentially expressed genes (*Aldh1a7*, *Bhmt*, *Mtr*, *Nrcam*, *Ptprg*) were assessed by qRT-PCR (Fig 2B–2F). 

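*Aldh1a7*, an aldehyde dehydrogenase, was below the floor in control ovaries (signal 16.2) and reached 121 in PNA ovaries, at least 3.97-fold higher. *Nrcam* went from 818 to 46.5, 17.6-fold lower, and a further probe set of this gene was at least 7.99-fold lower. *Bhmt* was 6.78-fold lower on its single probe set. *Ptprg*, a receptor tyrosine phosphatase, went from 320 to 471 on its brightest probe set (log2 ratio 0.56). Its other probe sets had log2 ratios of 0.66, 0.18 and 3.92, the last of these from a signal of 31.95 to 484, or 15.2-fold higher. *Mtr* was 1.19-fold lower on the probe set with the higher mean over both arrays and 1.81-fold lower on the other. By the brightest probe set, 1 of these 5 genes was therefore at least 1.5-fold higher, 2 were lower and 2 lay between, with a median log2 ratio of -0.25 at percentile 1.18. The study chose these genes on these samples, so their count is not independent evidence of a direction. With 50 added to both signals the median came within the range of most random lists. As the mean of all its probe sets, the log2 ratio of Ptprg was 1.33, past the 1.5-fold criterion.

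**Figure D2:**
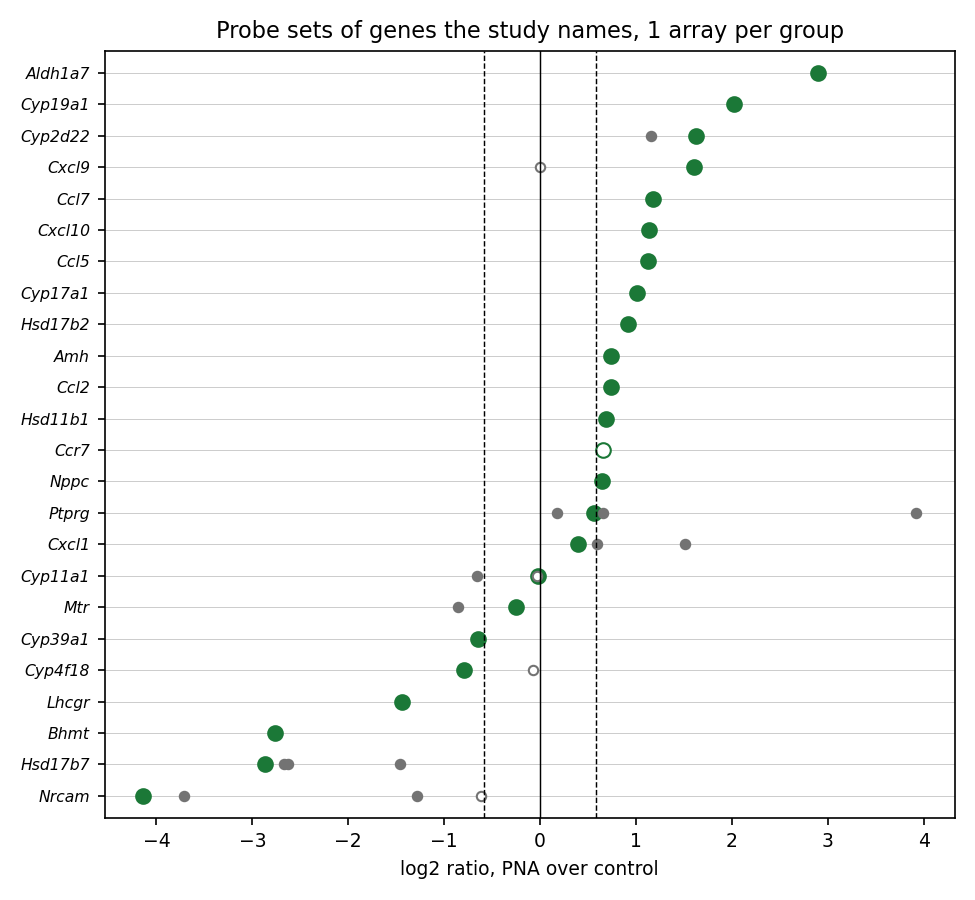
Log2 ratio of PNA over control (horizontal axis) for every probe set of genes that the study names (vertical axis), with dashed lines at 1.5-fold. Green points are the brightest probe set of each gene, grey points are its other probe sets, and open points lie below the floor on both arrays. The probe sets of *Ptprg* spread from 0.18 to 3.92, and those of *Hsd17b7* all lie below the lower line.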

Results showed that the 5 selected genes displayed a trend similar to that of the microarray data, thus confirming the validity of the microarray results.

By IHC, we found that MTR was mainly expressed in granulosa cells, and rarely expressed in theca cells (Fig 3C and 3D).Subcellular localization of MTR showed the greatest expression in the cytoplast and was not appreciably observed in the nucleus (Fig 3B–3D). The expression of MTR in the ovaries of adult PNA mice (at 3 months of age) was significantly decreased compared with the controls (*P* = 0.014; Fig 3E).

**Fig 3:**
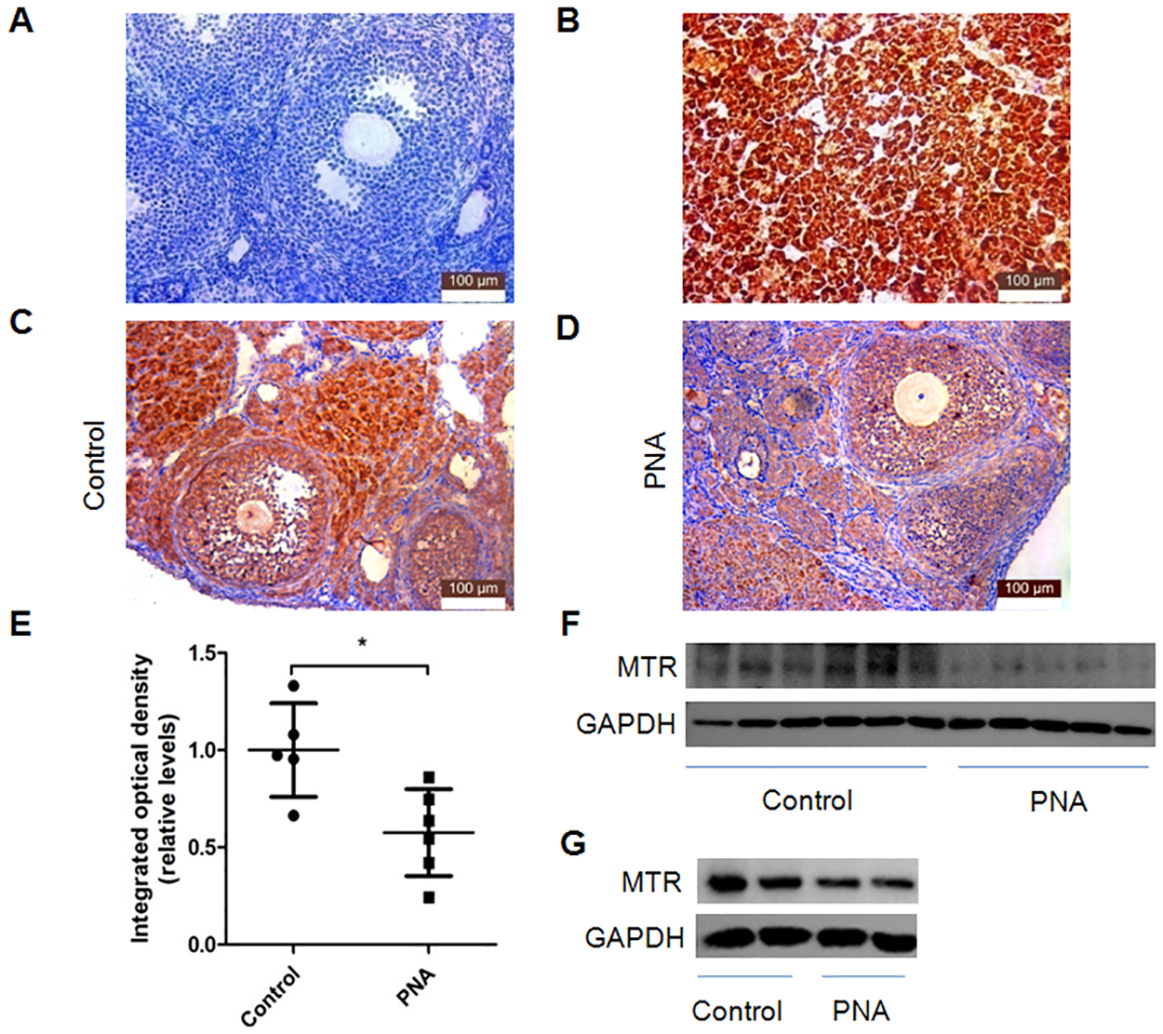
Differentially expressed MTR in mice. (A)–(D) Immunohistochemistry. (A) Negative control (ovary). (B) Positive control (pancreas). (C) Ovary of control mouse. (D) Ovary of PNA mouse. (E) IOD of MTR was significantly lower in PNA mice. (*: *P*< 0.05). (F) WB showed expression of MTR in ovaries of PNA mice decreased at 3 months age. (G) WB showed expression of MTR in ovaries of PNA mice decreased at 3 weeks age.

Western-blot analysis also confirmed the above results. The expression of MTR in the ovaries of PNA mice was decreased at both 3 weeks and 3 months of age (Fig 3F and 3G). Although we also observed for adult mice in the control group an attenuated expression of MTR compared with mice before puberty, this change was not obvious in PNA mice (S3 Fig).

These results indicated that the expression of MTR was decreased in the ovaries of PNA mice even prior to puberty.

### Hyperandrogenism decreases serum SAM levels in PNA mice

SAM is the downstream product of MTR, and ELISA showed that serum SAM levels were significantly decreased in PNA mice (21.41 ± 9.79 ng/ml) compared with the control group (15.20 ± 5.62 ng/ml)(n = 21 in each group, *P* = 0.016; Fig 4A).

**Fig 4:**
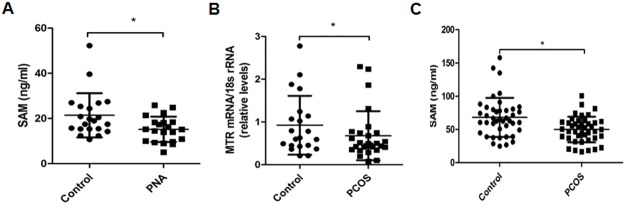
Differentially expressed *MTR* in women, serum SAM levels in mouse and women. (A) PNA decreases serum SAM levels in mouse. (B) Women with PCOS have low- expressed *MTR* in GCs. (C) low- SAM level in serum of women with PCOS.(*: *P*< 0.05).

### Women with PCOS have attenuated expression of *MTR* in GCs and lowered SAM levels in serum

Characteristics of patients are shown in Table 1. The control groups and patients showing the hyperandrogenic phenotype of PCOS were matched for age. Serum E_2_ and PRL were not significantly different between the two groups. However, BMI, Mean arterial pressure (MAP), ovarian volume, serum LH, T and the LH/FSH ratio of the patients with PCOS were higher than the controls (BMI, 23.38 ± 3.87 kg/m^2^ vs. 21.71 ± 3.07 kg/m^2^; MAP, 90.90 ± 11.33mmHg vs. 85.41± 9.01mmHg; ovarian volume, 8.33 ± 3.79 cm^3^ vs. 4.82 ± 2.04cm^3^; LH,10.19 IU/L ± 7.66 vs. 4.28 ± 1.61 IU/L; T, 0.67 ± 0.29 vs. 0.42 ± 0.14; LH/FSH, 1.70 ± 1.18 vs. 0.63 ± 0.23; *P*< 0.05). Additionally, more oocytes were retrieved from PCOS patients (15.19 ± 5.00) compared to controls (12.18 ± 4.19) (*P*< 0.001). These results showed that many physiologic differences were typically observed between PCOS patients and controls.

**Table 1:** Clinical characteristics of PCOS patients and controls.

Characteristic	Control (n = 67)	PCOS (n = 74)	*P* value
**Age (y)**	27.24± 3.07	27.51 ± 2.49	NS
**BMI (kg/m**^**2**^**)**	21.71± 3.07	23.38 ± 3.87	0.005
**mean arterial pressure (mmHg)**	85.41± 9.01	90.90 ± 11.33	0.002
**Ovary volume (cm**^**3**^**)**	4.82±2.04	8.33 ± 3.79	< 0.001
**FSH (IU/L)**	6.81± 1.36	6.01± 1.72	0.003
**LH (IU/L)**	4.28± 1.61	10.19 ± 7.66	< 0.001
**E**_**2**_ **(pg/mL)**	42.45± 19.45	52.91 ± 58.61	NS
**PRL (ng/mL)**	15.77± 6.46	15.00±7.50	NS
**T (ng/mL)**	0.42 ± 0.14	0.67 ± 0.29	< 0.001
**LH/FSH**	0.63± 0.23	1.70 ± 1.18	< 0.001
**Oocytes retrieved**	12.19± 4.20	15.19 ± 5.00	< 0.001

The expression of *MTR* in GCs from women with the hyperandrogenic phenotype of PCOS was significantly decreased compared with controls (*P* = 0.036; Fig 4B). Furthermore, serum SAM levels were significantly lower in PCOS patients (50.01 ± 19.21 ng/ml) compared to controls (68.26 ± 29.29 ng/ml) (n = 42 in each group, *P* = 0.001; Fig 4C).

## Discussion

It is exceedingly difficult to create a model that reflects all phenotypes of PCOS because of the syndrome’s heterogeneity. In the present study, we demonstrated that prenatal androgenization of the ICR mouse with DHT can induce many characteristics of PCOS similar to those observed in previous studies using the C57/BL6 mouse [18–21]. The PNA mouse model exhibits disrupted estrous cyclicity, impaired fertility, elevated serum testosterone levels, and increased numbers of small antral follicles. Using this model, we have identified novel candidate genes for the hyperandrogenic phenotype of PCOS, including *MTR*. In the PNA mice and hyperandrogenic phenotype of women with PCOS, the expression of *MTR* was decreased and levels of its target, SAM, were also decreased in serum compared with the normal controls. MTR is crucial to one-carbon metabolism and the folate one-carbon pool pathway, while SAM is the main methyl donor of DNA methylation. Thus the present study indicates that the hyperandrogenic phenotype of PCOS is linked to dysregulated one-carbon metabolism and will likely affect DNA methylation. This may provide new clues in our understanding and treatment of the hyperandrogenic phenotype of PCOS.

Our study shows that the PNA mouse is an ideal model for emulating the hyperandrogenic phenotype of PCOS in women. Disrupted estrous cycles in PNA mice are mainly due to an absence of proestrus, increased duration of estrus and metestrus, and even a continuous switching between estrus and metestrus. Previous studies were controversial with respect to the extended duration of diestrus[18, 19], estrus [20], and metestrus[21]; but an absence of proestrus was representative of this phenotype. Disrupted estrous cyclicity indicates abnormal ovulation in PNA mice, and this is similar to the abnormal menstrual patterns seen in patients with PCOS. Fewer mouse litters and smaller litter sizes in the fertility test paralleled observations for human infertility in the hyperandrongenic phenotype of PCOS.

About 70%-90% of PCOS women with hyperandrogenism were defined either clinically or biochemically [22, 23]. Previous studies indicated that *in-utero* androgen exposure in humans can cause PCOS in adulthood[24], and PNA treatment in mice was used to mimic the process of *in-utero* androgen exposure. PNA mice showed increased androgen levels in adulthood rather than before puberty, indicating that hyperandrogenism in PCOS is due to altered function of the hypothalamic—pituitary—gonadal axis. LH hypersecretion is a common feature of PCOS, where LH is believed to enhance ovarian androgen production. Meanwhile, hyperandrogenism can further elevate LH level through diminishing negative feedback, forming a vicious circle[25]. Hyperandrongenism can also promote the development of PCOS, and affect hypothalamic—pituitary function, resulting in abnormal ovarian function and folliculogenesis. In the present study, genes involved in androgen biosynthesis and LH secretion, ovarian function, and folliculogenesis were found to be abnormally expressed using microarray analysis. For example, expression of *Nppc* was increased in PNA mice. 

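For ovarian function and folliculogenesis, *Amh*, the anti-Müllerian hormone of granulosa cells in growing follicles, rose from 119 to 199 (log2 ratio 0.74). Of the genes that the study names here, 2 rose and none fell. The study chose them on these samples, so their count is not independent evidence of a direction. With 50 added to both signals none of them passed 1.5-fold higher.
Lists of ovarian cell types and stages add to this. The median log2 ratio of 28 oocyte markers was 0.24, at percentile 100, although *Uchl1* alone passed 1.5-fold (314 to 483, log2 ratio 0.62), and with 50 added to both signals none did. Theca cell markers had a median of -0.02 at percentile 35.9, with *Cyp17a1* higher and *Lhcgr* lower of 11. Of 18 corpus luteum markers above the floor, 1 rose, and *Lhcgr*, *Sgk1*, a kinase induced by steroids (6534 to 2405, log2 ratio -1.44), and *Cdkn1b* (1641 to 963, log2 ratio -0.77) fell, with a median of -0.02 at percentile 36.6 over the 19 measured and of 0.02 at percentile 74.6 over these 18. Of 13 genes of the LH surge response above the floor, *Tnfaip6*, which builds the cumulus matrix, was at least 2.135-fold higher and *Ptger2*, a prostaglandin receptor, rose (log2 ratio 0.68), while *Edn2*, which acts in follicle rupture, was at least 2.24-fold lower and *Pappa* fell (log2 ratio -0.64). The median of the LH surge list was 0.10 at percentile 99.15. It lay at percentile 93.1 with 50 added to both signals, where 1 member was higher and 1 lower, and with the mean of all probe sets 1 member was lower. In the BMP, GDF, activin and TGF-beta family, 2 of 35 members above the floor rose, *Bmp7* (163 to 298, log2 ratio 0.87) and *Amh*, and *Gdf10* was at least 1.29-fold lower, with a median of -0.04 at percentile 10.8.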

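*Nppc* rose from a signal of 109 in control ovaries to 171 in PNA ovaries, 1.57-fold on its single probe set. Of 20 granulosa cell markers, all above the floor, 4 rose and none fell. These were *Cyp19a1*, *Amh*, *Nppc* and *Bex2* (139 to 286, log2 ratio 1.04), of which *Amh* and *Nppc* are also genes that the study names for folliculogenesis. The median log2 ratio of the markers was 0.03, at percentile 87.5. With 50 added to both signals the log2 ratio of Nppc was 0.47, under 1.5-fold, and 2 of the granulosa cell markers were higher. As the mean of all probe sets of each gene, the median of the granulosa cell markers was 0.08, outside the range of most random lists.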

CNP (C-type natriuretic peptide), encoded by *NPPC*, is downstream of FSH in the regulation of follicle development, and is secreted by granulosa cells of secondary and antral follicles to stimulate follicular development [26]. In addition, CNP is expressed in cumulus cells of antral and preovulatory follicles, so as to suppress oocyte maturation [27]. These results are consistent with increased antral follicle number and lack of mature follicles in PCOS. 

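Chemokines, the secreted proteins that draw leukocytes into a tissue, include several that were higher in PNA ovaries. Of 23 chemokine ligands above the floor, 8 rose and 1 fell, and the median of the 33 measured was 0.20, at percentile 100. *Ccl5* rose from 42.2 to 92.3 (log2 ratio 1.13) and *Ccl2*, which attracts monocytes, from 50.4 to 84.0 (log2 ratio 0.74). *Cxcl9* was at least 2.25-fold higher, *Cxcl10* at least 1.88-fold, and *Ccl7* and *Cxcl5* each at least 1.64-fold, because all 4 lay below the floor in control ovaries. The exception was *Cxcl12*, a chemokine of stromal cells, which fell from 1818 to 618 (log2 ratio -1.56). *Cxcl1* went from 105 to 138 on its brightest probe set (log2 ratio 0.39), with 0.60 and 1.51 on the others, and *Ccr7* lay below the floor on both arrays, at 15.6 and 24.6. Of the 7 genes that the study names for inflammation, 5 rose and none fell. The study chose those 7 on these samples, so their count is not independent evidence of a direction.
Of 15 chemokine receptors above the floor, *Cxcr6* rose (40.2 to 62.0, log2 ratio 0.62) and none fell, with a median of 0.05 at percentile 88.4. Of 30 interleukins and interleukin receptors above the floor, *Il33* (log2 ratio 0.69) and *Il13ra2* (0.67) rose and *Il1rl1*, the receptor of IL-33, fell (-0.83), with a median of 0.03 at percentile 93.2. Leukocyte markers moved the same way as the chemokines, with a median of 0.32 at percentile 100. Of the 22 above the floor, *S100a9*, *S100a8* (54.0 to 176, log2 ratio 1.71) and *Cd14* (109 to 173, log2 ratio 0.68) rose and none fell. Interferon-stimulated genes moved further, with 19 of 25 above the floor higher, none lower, and a median of 0.88 over the 27 measured, although with the mean of all probe sets 1 was lower. *Cxcl9* and *Cxcl10* are on that list too, and without these 2 genes, a count chosen after the values were seen, 6 of 21 chemokine ligands above the floor were higher, 1 was lower and their median was 0.27, against 0.36 for all 23. With 50 added to both signals, 5 chemokine ligands and 2 of the study's 7 genes were higher, and no chemokine receptor, interleukin or interleukin receptor passed 1.5-fold. Over the genes above the floor alone, the median of the interleukin list was 0.10, at percentile 99.1.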

Chronic low-grade inflammation is also a common feature of PCOS according to previous studies [28], in light of which many genes encoding cytokines, especially chemokines, were abnormally increased in PNA mice, suggesting that the hyperandrogenic phenotype of PCOS is potentially associated with inflammation.

It appears to be paradoxical that overly activated follicles and infertility would coincide in PCOS, but a defect in follicle maturation is certainly a key factor. The reason for an increase in antral follicles leading to decreased follicular maturation in PCOS may be explained by nutritional factors. It is possible that nutrients are inadequate to support excessive antral follicle development and maturation. Previous studies have demonstrated that PCOS patients have altered plasma amino acid levels, including reduced Met level[29, 30]. Met plays an important role in the one-carbon metabolism pathway. SAM, the active form of Met, is the universal substrate for all protein and DNA methylation reactions, and is also involved in the synthesis of purines and pyrimidines. In this study, we found that *Bhmt* and *Mtr*, which encode enzymes that generate Met, were downregulated.

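*Bhmt*, which encodes the betaine-dependent enzyme that remethylates homocysteine, fell from a signal of 301 in control ovaries to 44.45 in PNA ovaries on its only probe set. *Mtr*, which encodes the folate- and cobalamin-dependent methionine synthase, was read by a pair of dim probe sets that lie not far above the floor. On the one with the higher mean over both arrays its signal was 53.0 in control and 44.5 in PNA ovaries (log2 ratio -0.25). On the other, which was the brighter of the pair in control ovaries, its signal was 62.7 and 34.6 (log2 ratio -0.86). As the mean of both probe sets the log2 ratio of Mtr was -0.56, just under the 1.5-fold criterion.
The rest of the folate and methionine cycle changed little. Of 35 measured genes above the floor, none rose and 2 fell, *Bhmt* and *Cth*, the enzyme that makes cysteine from cystathionine (137 to 63.5, log2 ratio -1.11). The list median was 0.02, at percentile 82.1. The log2 ratio was -0.07 for *Mtrr*, which reactivates methionine synthase, and 0.04 for *Cbs*, which takes homocysteine out of the cycle. *Mat2a*, the enzyme that turns Met into SAM, went from 1670 to 1838 (log2 ratio 0.14). None of 14 genes of DNA methylation and its readers reached 1.5-fold in either direction, with a median of 0.08 at percentile 95.55. The paper reasons that both enzymes generate Met and that Met feeds one-carbon metabolism, and it proposes that down-regulation of *Mtr* may lower methionine and, through it, SAM.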

*BHMT* is an important gene in the one-carbon metabolism pathway, and its downregulation could lead to hyperhomocysteinemia[31]. BHMT was demonstrated to be upregulated in a previous microarray analysis for androgen receptor-deficient mice at 8 weeks of age [32].Consistently, the PNA mice in our study have decreased expression of *BHMT* and increased circulating testosterone.

In this study, we demonstrate for the first time that the expression of MTR is decreased in both PNA mice and women with the hyperandrogenic phenotype of PCOS. A previous study indicated that a single nucleotide polymorphism (SNP) was present in the *MTR* gene (*MTR* 2756 A>G)among south Asian women with similar frequency of minor alleles between women with and without PCOS[33]; Despite the small sample size (N = 21:9), the study interestingly showed that women in the control group had significantly lower hemoglobin and even manifested mild-to-moderate anemia (91, 85–101 vs. 123,105–129); the study, however, did not distinguish among different phenotype of PCOS [33]. In our study, we found that *MTR* expressionwas decreased in PNA mice starting from 3 weeks of age, whileT levels remained the same at 3weeks and was higher in PNA mice at 2 months of age. It appears that the inhibited *MTR* expression precedes increased circulating T, indicating a potential causal relationship between *MTR* and T levels. Nevertheless, further investigation is needed to confirm the causality.

MTR is known to play a key role in the folate one-carbon pool pathway and one-carbon metabolism pathway, and the main purpose of MTR is to regenerate Met in the SAM cycle; it also serves an essential function by allowing the SAM cycle to perpetuate without a constant influx of Met. The overall reaction converts 5-methyltetrahydrofolate into THF while transferring a methyl group to Hcy to form Met, while Met is further used to synthesize SAM under ATP action. MTR is the only mammalian enzyme that metabolizes N^5^-MeTHF to regenerate the active cofactor THF [15]. Therefore, a defect in MTR would lead to hyperhomocysteinemia, and low levels of Met and THF. Herein, we showed that serum SAM levels were significantly lower in PNA mice and the hyperandrogenic phenotype of women with PCOS. This suggests that down-regulation of *MTR* may reduce methionine levels and result in decreased SAM levels with PCOS.

Hcy is a non-essential amino acid formed by demethylation of Met, and previous studies showed that patients with PCOS exhibited elevated Hcy concentrations in their serum [34] and follicular fluid. Elevated Hcy levels in follicular fluid are now associated with poor-quality oocytes and embryos in PCOS patients undergoing assisted reproduction [35]. Some investigators have demonstrated that defective homocysteine re-methylation was found in MTR heterozygous knockout mice [36]. Our study showed that *MTR* was downregulated in GCs of PCOS patients, and that *Mtr* and *Bhmt* were downregulated in ovaries of PNA mice, revealing a reason for the elevated Hcy levels in PCOS patients.

Decreased SAM levels and hyperhomocysteinemia further indicates dysregulation of *MTR* with the hyperandrogenic phenotype of PCOS. Thus replenishing SAM or *MTR* could potentially benefit the hyperandrogenic phenotype of PCOS. Previous studies indicated that folate therapy reduced serum Hcy levels in patients with coronary artery disease [37], and the same phenomenon was observed in patients with PCOS [38]. It was also reported that folate supplementation in patients with PCOS had beneficial effects on metabolic profiles [39], and on inflammatory factors and biomarkers of oxidative stress [40].Furthermore, preconception folic acid supplementation was associated with suppression of the inflammatory pathway and upregulation of the HDL pathway in human follicular fluid[41]. It appears that folate may benefit patients with PCOS by compensating for the low expression of MTR.

Epigenetic mechanisms serve to elucidate the etiology of PCOS in the context of specific environmental factors before and after birth [24, 42].Studies have shown genome-wide DNA methylation difference between PCOS and normal ovaries [43]. In the present study, we demonstrated that levels of SAM, the main methyl donor of DNA methylation, were decreased with the hyperandrogenic phenotype of PCOS. This notion may explain the abnormal methylation patterns observed in PCOS.

It should be noted that because human ovarian tissue is extraordinarily difficult to obtain, we used GCs to validate the data generated from the PNA mouse. Results from this study should be interpreted with caution considering the relatively small number of samples, which could potentially introduce bias error. This study entailed an animal model and cells from women with the hyperandrogenic phenotype of PCOS; thus, whether these same results would be observed in PCOS women without hyperandrogenism would certainly require further investigation.

## Conclusions

Prenatal androgenization of the ICR mouse with DHT can replicate most of the common clinical features of PCOS, especially the hyperandrogenic phenotype of PCOS. By using this mouse model we demonstrate that PCOS is characterized by decreased *MTR* expression and serum SAM, which can potentially explain the dysregulated DNA methylation patterns in PCOS patients. Our evidence for the first time shows that an abnormal one-carbon metabolism pathway is linked to the hyperandrogenic phenotype of PCOS, the causality of which will be examined in our ongoing research.

## Supporting information

S1 Table Primer sequences used for qRT-PCR.

S2 Table Pathway enrichment of different expressed genes.

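S2 Table counts how many of the differentially expressed genes belong to each KEGG or BIOCARTA gene set, with the *P* value of their enrichment. The gene sets themselves were not used here. For the WNT signaling entry of that table, the ligands and receptors of the pathway can be read from the arrays. *Fzd1* (388 to 672.5, log2 ratio 0.79) and *Fzd2* (0.69), both receptors, rose in PNA ovaries, while the ligands *Wnt10a* (97.3 to 49.25, log2 ratio -0.98) and *Wnt10b* (-0.73) and the receptor *Fzd5* (-0.75) fell, of 20 WNT ligands and Frizzled receptors above the floor. *Fzd2* was named after its value was seen. The list median was 0.07, at percentile 97.7, and at percentile 89.2 with 50 added to both signals, where *Fzd1* and *Fzd5* alone passed 1.5-fold.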

S3 Table Biological process of different expressed genes.

S4 Table Molecular function of different expressed genes.

S1 Fig Estrous cycle, fertility and follicles counting of mouse. (A) PNA mice exhibited prolonged estrous cycles. (B) Percent of days spent in each estrous cycle stage.(C) (D) PNA mice produced fewer litters and smaller litter sizes. (F) T levels in adult diestrus mice.(E) Body weight of mice. (F) Ovarian weight of mice. (G) Ovarian index of mice.(*: *P*< 0.05).
(TIF)

S2 Fig Sample quality control information. (A) Results summary table. (B) (C) Result of Agilent 2100 Bioanalyzer.
(TIF)

S3 Fig Different expressed MTR in 3 weeks and 3 months mice. (A) Expression of MTR in ovaries decreased in 3 months control mice. (B) Expression of MTR in ovaries did not change in PNA mice.
(TIF)

# Supplementary material for: Attenuated expression of MTR in both prenatally androgenized mice and women with the hyperandrogenic phenotype of PCOS
**Source:** PLoS One. 2017 Dec 12;12(12):e0187427. doi: 10.1371/journal.pone.0187427
**Supplement:** S1 Table

**Supporting Information**

**S1 Table. Primer sequences used for qRT-PCR.**

| **Gene** | **Sequence 5' - 3'** | **Size (bp)** |
| --- | --- | --- |
| *Aldh1a7* | F: GCAGCGTCCAGGCTTTTTG  R: CGGAGTTCAGAGGATTTCCTAGA | 103 |
| *Bhmt* | F: TTAGAACGCTTAAATGCCGGAG  R: GATGAAGCTGACGAACTGCCT | 142 |
| *Mtr* | F: TCCTCCTCGGCCTATCTTTATTT  R: GGTCCGAATGAGACACGCT | 107 |
| *Nrcam* | F: AGTGAGCGGGTTTCCCAAG  R: GCTGGATGGTTTGAGTGTGATT | 118 |
| *Ptprg* | F: TCCGCAGACGAAAGGCATC  R: GCTCCTGGTATTCATCGCCAA | 159 |
| *Mouse 18s* | F: ATGGCCGTTCTTAGTTGGTG  R: CGGACATCTAAGGGCATCAC | 183 |
| *MTR* | F: AGCGGGAGAAGCTAAACGAAG  R: CGGTAGGCCAAGTGTTCAAGG | 223 |
| *Human 18s* | F: CGGCTACCACATCCAAGGAA  R: CTGGAATTACCGCGGCT | 186 |

# Supplementary material for: Attenuated expression of MTR in both prenatally androgenized mice and women with the hyperandrogenic phenotype of PCOS
**Source:** PLoS One. 2017 Dec 12;12(12):e0187427. doi: 10.1371/journal.pone.0187427
**Supplement:** S2 Table

**S2 Table. Pathway enrichment of different expressed genes.**

| **Gene Set Name** | **No. of genes** | ***P* value** |
| --- | --- | --- |
| KEGG_PATHWAYS_IN_CANCER | 32 | 5.18E-12 |
| KEGG_CYTOKINE_CYTOKINE_RECEPTOR_INTERAERACTION | 25 | 4.96E-09 |
| KEGG_CHEMOKINE_SIGNALING_PATHWAY | 21 | 5.85E-09 |
| KEGG_WNT_SIGNALING_PATHWAY | 15 | 1.08E-05 |
| KEGG_MELANOGENESIS | 12 | 2.58E-05 |
| KEGG_MAPK_SIGNALING_PATHWAY | 19 | 2.73E-05 |
| KEGG_ERBB_SIGNALING_PATHWAY | 11 | 2.73E-05 |
| KEGG_BASAL_CELL_CARCINOMA | 9 | 2.84E-05 |
| KEGG_AXON_GUIDANCE | 13 | 2.86E-05 |
| BIOCARTA_BIOPEPTIDES_PATHWAY | 8 | 5.04E-05 |

# Supplementary material for: Attenuated expression of MTR in both prenatally androgenized mice and women with the hyperandrogenic phenotype of PCOS
**Source:** PLoS One. 2017 Dec 12;12(12):e0187427. doi: 10.1371/journal.pone.0187427
**Supplement:** S3 Table

**S3 Table. Biological process of different expressed genes.**

| **GO category** | **No. of genes** | ***P* value** |
| --- | --- | --- |
| SIGNAL_TRANSDUCTION | 115 | 3.04E-33 |
| MULTICELLULAR_ORGANISMAL_DEVELOPMENT | 83 | 5.54E-27 |
| ANATOMICAL_STRUCTURE_DEVELOPMENT | 81 | 9.07E-27 |
| SYSTEM_DEVELOPMENT | 69 | 9.86E-23 |
| BIOPOLYMER_METABOLIC_PROCESS | 92 | 6.06E-19 |
| CELLULAR_PROTEIN_METABOLIC_PROCESS | 70 | 2.89E-17 |
| CELLULAR_MACROMOLECULE_METABOLIC_PROCEOCESS | 70 | 4.82E-17 |
| PROTEIN_METABOLIC_PROCESS | 73 | 7.43E-17 |
| CELL_DEVELOPMENT | 46 | 5.06E-15 |
| RESPONSE_TO_EXTERNAL_STIMULUS | 34 | 5.54E-15 |

# Supplementary material for: Attenuated expression of MTR in both prenatally androgenized mice and women with the hyperandrogenic phenotype of PCOS
**Source:** PLoS One. 2017 Dec 12;12(12):e0187427. doi: 10.1371/journal.pone.0187427
**Supplement:** S4 Table

**S4 Table. Molecular function of different expressed genes.**

| **GO category** | **No. of genes** | ***P* value** |
| --- | --- | --- |
| RECEPTOR_BINDING | 41 | 1.79E-17 |
| RECEPTOR_ACTIVITY | 42 | 6.86E-12 |
| ENZYME_REGULATOR_ACTIVITY | 31 | 6.86E-12 |
| G_PROTEIN_COUPLED_RECEPTOR_BINDING | 12 | 1.76E-08 |
| TRANSMEMBRANE_RECEPTOR_ACTIVITY | 28 | 2.90E-07 |
| CYTOSKELETAL_PROTEIN_BINDING | 16 | 2.24E-06 |
| CHEMOKINE_ACTIVITY | 9 | 2.75E-06 |
| CHEMOKINE_RECEPTOR_BINDING | 9 | 2.78E-06 |
| ENZYME_ACTIVATOR_ACTIVITY | 14 | 2.78E-06 |
| PROTEIN_KINASE_REGULATOR_ACTIVITY | 8 | 1.55E-05 |

How the deposited data were processed for this re-analysis (not part of the article)

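The microarray experiment compared ovaries of PNA mice with ovaries of control mice, on 1 Affymetrix Mouse Genome 430 2.0 array per group. The authors' deposited tables give linear signal intensity per probe set, log2 values centred per probe set over both arrays, and a table of differential genes with a fold change. The age of the mice on the arrays, how RNA of the 5 ovaries was combined, and the software and version used to summarise and normalize the probes are not given in the sources used here. The paper does not state the estrous cycle stage of the mice on the arrays. The sample labels speak of both Bouin's fixation of ovaries and Trizol extraction, and it was assumed that the fixed ovaries were those for histology. The linear signals, the centred log2 values and the series values carry the same ratios: the largest difference between the linear and the centred log2 ratio was 2e-06, and between the series values and the normalized table 5e-10. The median of the centred values was 0 on both arrays, and the signals ranged from 4.15 to 16451.5 on the control array and from 4.07 to 15867 on the PNA array. No depth applies to arrays, and their number limits the precision.

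From these values the PNA over control ratio of each probe set was computed with pandas 2.3.3 and numpy 2.4.6 in Python 3.11.15, after 64 control probe sets were left out. No test was run, since 1 array per group leaves no spread between replicates. The threshold was a fold change of 1.5, or 0.585 on the log2 scale. Gene names came from the deposited annotation, and 35046 probe sets with a single gene were matched to the reference gene table (GRCm38.p6) by Entrez ID, which was used for names only. A gene was represented by its probe set with the highest mean log2 signal, which gave 20753 genes, of which 14117 lay above the floor on at least 1 array and 13571 on both. The floor was the 40th percentile of each array.

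Gene lists covered 38 groups: those that the study names (androgen biosynthesis and LH secretion, folliculogenesis, inflammation, qRT-PCR genes), the folate and methionine cycle, DNA methylation, steroid and cholesterol synthesis, markers of granulosa, theca, corpus luteum, oocyte, leukocyte, endothelial, smooth muscle, ovarian surface epithelium, oviduct, adipocyte, skeletal muscle, liver and kidney, and red blood cells, genes of the LH surge, interferon response, immediate-early and heat-shock response, proliferation and extracellular matrix, the loci named in the introduction, and gene families taken by symbol (chemokine ligands and receptors, interleukins, WNT and Frizzled, BMP and TGF-beta, cytochrome P450, hydroxysteroid dehydrogenases, immunoglobulins, ribosomal proteins, oxidative phosphorylation, H2 genes). For each list, members at least 1.5-fold higher or lower were counted, and the median log2 ratio was set against 10000 random lists matched on 20 bins of mean signal. A list under percentile 2.5 or over 97.5 was called outside the range of most random lists, and lists of fewer than 5 genes have no percentile. Annotation terms of 10 to 500 genes were treated the same way with 10000 random draws of as many genes, over genes above the floor with at least 1 term. Molecular function and cellular component terms were used as the deposited annotation gives them, without parent terms. Biological process terms were not analysed here, since 2613 of their cells were left out of the copy used, and 89 cells of the molecular function terms were left out too.

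The genes named were every gene that the study names in its microarray results and discussion, the 10 largest increases and the 10 largest decreases among genes above the floor on both arrays whose other probe sets above the floor moved the same way, up to 4 members of each list with the largest change of at least 1.5-fold, and all members of the folate and methionine cycle, of which 124 genes are reported. The genes in the study's text and tables were known when the rule was written.

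The alternatives were median scaling, quantile normalization, removal of an intensity trend by loess (fraction 0.3, statsmodels 0.14.6), an offset of 50 on both signals, filters on the floor, genes counted by the brightest probe set or by the mean of their probe sets, a fold change of at least 2, the series values, and the authors' table of differential genes. Taking each gene by the probe set with the largest change was added after the values were seen. The steps were tested on simulated ratios with normal noise of the same width at every signal. The real signals served only to choose the changed probe sets and to bin the genes. That noise was set narrow against the threshold, so the count of unchanged probe sets called gives no false-call rate for these arrays. Of 200 probe sets given a change of exactly 1.5-fold plus noise among 45037, 102 passed the threshold, and all 200 passed at 2-fold and at 3-fold, with 0 of 44837 unchanged probe sets called. Among 300 lists drawn at random, 3.67% fell outside the range, and 100 of 100 lists shifted by 0.5 on the log2 scale were called. Binomial intervals are exact at 95%, from scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. The qRT-PCR, immunohistochemistry, western blot, hormone and SAM measurements and the samples from women were not analysed here. Results for some further genes are not reported here.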

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

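The rule behind these results, that a list the paper does not name has a median log2 ratio of at least 0.2 and lies outside the range of most random lists under every setting, was completed with its limit of 0.2 after the values were seen.

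Interferon-stimulated genes had a median log2 ratio of 0.878, the largest shift of any list that the paper does not name. Leukocyte markers had a median log2 ratio of 0.3165, and oocyte markers had a median log2 ratio of 0.235. All 3 lists lay at percentile 100 of the random lists, and the paper does not report on them as groups. With 1 array per group, none of these shifts has a replicate check.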

How the results depend on the processing

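Of the settings in this part, the probe set with the largest change was chosen after the values were seen. No paired analysis was possible because each group has 1 array. Median scaling, quantile normalization, removal of the intensity trend and the series values ended or reversed no call of a list or a named gene. The series values equal the main values within 5e-10, and median scaling shifts every ratio by the same amount. List percentiles could therefore not change under either. Removal of the trend follows mean signal, on which the random lists are matched, so it tests those percentiles little. Under these settings the share of higher among changed probe sets moved only between 53.4% and 58.1%.

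The higher and lower counts were 281 and 263 with an offset of 50, 383 and 339 with genes counted once by the brightest probe set, 337 and 286 by the mean log2 ratio, and 208 and 203 at a fold change of at least 2; counting genes once or raising the threshold lowers a count by construction. With the floor required on both arrays, 462 were lower.

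With an offset of 50, these lists came within the range of most random lists: qRT-PCR genes (median -0.12), steroid hormone synthesis (0.01), median log2 ratio: genes induced by the LH surge (0.0194), median log2 ratio: immediate-early and heat-shock genes (-0.0543), median log2 ratio: WNT ligands and Frizzled receptors (0.0173) and median log2 ratio: immunoglobulin genes (0.0164). With the mean of all probe sets, so did steroid hormone synthesis (0.0695), smooth muscle markers (-0.11) and median log2 ratio: hydroxysteroid dehydrogenases (0.0703), while median log2 ratio: granulosa cell markers (0.0779) moved outside it. Over genes above the floor, steroid hormone synthesis (0.0432) came within the range and interleukins and their receptors (0.10) moved outside it. The cause was not tested.

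Members at least 1.5-fold higher with an offset of 50 numbered 3 for androgen biosynthesis and LH secretion, 0 for folliculogenesis, 2 for inflammation, 2 for granulosa cell markers, 1 for genes induced by the LH surge, 0 for oocyte markers, 1 for ovarian surface epithelium markers, 5 for chemokine ligands, 0 for chemokine receptors, 0 for interleukins, 1 for WNT and Frizzled, 1 for BMP and TGF-beta, and 0 for hydroxysteroid dehydrogenases. Members lower numbered 1 for the LH surge, 0 for smooth muscle, 0 for oviduct, 0 for interleukins, 1 for WNT and Frizzled, 0 for BMP and TGF-beta and 1 for cytochrome P450 genes. With the mean of all probe sets, members higher numbered 2 for qRT-PCR genes, 2 for red blood cell markers, 0 for chemokine receptors and 1 for WNT and Frizzled, and members lower 1 for the LH surge, 1 for interferon-stimulated genes, 0 for smooth muscle, 0 for interleukins and 1 for cytochrome P450 genes. An offset shrinks ratios of dim probe sets by construction; otherwise the cause was not tested.

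With the probe set with the largest change, the log2 ratio of Mtr was -0.86, past 1.5-fold. At a fold change of at least 2, the value of annotation term, changed genes over random mean: nuclear euchromatin was 6.72, and the same ratio was 0 for cyclin-dependent kinase inhibitor activity, 0 for NADPH binding, 2.00 for G-protein coupled receptor binding and 1.40 for receptor binding, all within the random range, and with the mean of all probe sets it was 4.78 for nuclear euchromatin. Of 122 other named genes, 24 lost the 1.5-fold call with an offset of 50, and 7 lost it and 2 gained it with the mean of all probe sets. The cause was not tested.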

Differences from the paper's values

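For 8 molecular functions of S4 Table, the number of changed genes differs from the paper's by more than 1.5 times at the paper's stated fold change of 1.5. Receptor binding held 21 changed genes here and 41 in the paper, receptor activity 6 here and 42 in the paper, and enzyme regulator activity 0 here and 31 in the paper. G-protein coupled receptor binding held 5 here and 12 in the paper, cytoskeletal protein binding 1 here and 16 in the paper, and enzyme activator activity 1 here and 14 in the paper. Chemokine receptor binding held 1 here and 9 in the paper, and protein kinase regulator activity 0 here and 8 in the paper. Neither alternative set before the data were examined, a fold change of at least 2 and the mean of all probe sets, came within 1.5 times of the paper's number for any of these. For some terms no setting could reach it. Enzyme regulator activity has 12 genes above the floor here, protein kinase regulator activity 4 and chemokine receptor binding 2, fewer than the paper counts as changed. The terms used here are direct annotations without parent terms, and the gene sets behind S4 Table were not used here. For chemokine activity the count of 9 matches the paper's. Transmembrane receptor activity, also in S4 Table, was not compared here.

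The paper gives 671 gene transcripts activated and 517 repressed, against 975 higher and 718 lower probe sets here, which is within 1.5 times. With median scaling 788 were lower, more than 1.5 times the paper's number, and the offset of 50, a fold change of at least 2 and genes counted once by the brightest probe set or the mean log2 ratio gave fewer than the paper by more than 1.5 times in both directions. In the authors' deposited table, 1188 gene rows cover 1097 distinct probe sets, all of which are at least 1.5-fold changed here too, and 596 further changed probe sets are absent from it, 315 of which name no gene. Counting each gene symbol once by its largest change, a setting chosen after the values were seen, gives 682 higher and 523 lower symbols, and 1185 of the authors' 1188 rows are among them. In the other 3 rows the gene symbol has turned into a number.

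Some genes that the paper lists as differentially expressed were under 1.5-fold here by their brightest probe set: *Mtr* (log2 ratio -0.25, stated as lower), *Cyp11a1* (-0.02), *Ptprg* (0.56) and *Cxcl1* (0.39). *Ccr7* lay below the floor on both arrays. With the probe set with the largest change, chosen after the values were seen, the log2 ratio was -0.86 for *Mtr*, -0.66 for *Cyp11a1*, 3.92 for *Ptprg* and 1.51 for *Cxcl1*, each past 1.5-fold. The authors' table of differential genes carries these same probe sets, so for these genes the difference from the paper lies in the choice of probe set. For *Mtr* the paper also reports a decrease by qRT-PCR and, for the protein, by immunohistochemistry and western blot. With the mean of all probe sets, set before the data were examined, the log2 ratio of Ptprg was 1.33 and the log2 ratio of Cxcl1 was 0.83, both past 1.5-fold. The paper states that many chemokines were increased, and of 9 changed chemokine ligands here 8 were higher.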

Other observations

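The bounds of the tests in this part were written before the files were seen, while the comparison with *Bhmt*, the test of the brightest other probe set and its bound of 60%, the test of *Mtr* by the mean of its probe sets, the margin of 1 spread (the interquartile range divided by 2) and the genes outside the rule for named genes were chosen after gene values were seen.

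Among the lists that the paper does not name, the largest median was that of interferon-stimulated genes, antiviral effectors and regulators that interferons switch on. Of 25 above the floor, 19 rose and none fell. They were led by *Ifit1*, *Usp18*, which dampens interferon signaling, and *Ifi44* (38.55 to 118.5, log2 ratio 1.62). *Xaf1* is uncertain, since its 2 probe sets had log2 ratios of 1.46 and -3.53. Immunoglobulin genes rose as well: of 13 above the floor, 8 rose and none fell, with *Igkv8-30* (116 to 371, log2 ratio 1.68), *Jchain* (115 to 319, log2 ratio 1.47) and *Ighg* (1.44) among them, *Igk-V28* at least 1.97-fold higher, and a median of 0.10 at percentile 99.65. Over those above the floor the median was 0.79, while with an offset of 50 the median of the whole list came within the range of most random lists. The symbol rule behind this list also takes in *Ighmbp2* and *Iglon5*, which encode no antibody chain. The antigen presentation (H2) genes had a median of 0.14 at percentile 99.96, although none rose past 1.5-fold and *H2-Q10* fell (233 to 108, log2 ratio -1.11).

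Ovarian surface epithelium markers had a median of 0.15 at percentile 99.5, with the keratins *Krt19* (145.5 to 266.5, log2 ratio 0.87) and *Krt7* (0.61) higher, the former alone with an offset of 50. Extracellular matrix genes had a median of 0.08 at percentile 99.8, with *Lox*, which cross-links collagen (0.81), and *Tnc* (1501 to 2504, log2 ratio 0.74) higher of 32. Smooth muscle markers had a median of -0.25 at percentile 0.02, with *Synpo2* lower (-0.63) of 10. With the mean of all probe sets that median was -0.11, within the range of most random lists, and none of the 10 was lower, as with an offset of 50. Immediate-early and heat-shock genes split: *Hspa1a* (234.5 to 694, log2 ratio 1.57), *Hspa1b* (1.11) and *Jun* rose, *Dusp1* (1328 to 529.5, log2 ratio -1.33), *Nr4a1* (-0.93), *Egr1* (-0.84) and *Egr2* (-0.63) fell, and the list median was -0.13 at percentile 0.13. Above the floor it was -0.0772 at percentile 2.38, and with an offset of 50 the whole list came within the range of most random lists.

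Other lists stayed within the range of most random lists. The median was 0.01 at percentile 73.2 for 30 proliferation genes, -0.06 at percentile 18.7 for 14 endothelial markers and 0.01 at percentile 78.4 for 73 oxidative phosphorylation genes, with none past 1.5-fold in these 3 lists. It was 0.01 at percentile 74.8 for ribosomal protein genes, of which *Rps13* (1.14), *Rps4l* (0.84) and *Rpl12* (0.82) rose. For tissues that could be attached to the ovary, the median was 0.00 at percentile 56.9 for oviduct and ciliated cell markers (*Fam183b* lower, -0.67), 0.00 at percentile 55.4 for adipocyte markers, -0.01 at percentile 46.4 for skeletal muscle markers, and -0.07 at percentile 10.0 for liver and kidney markers (*Ahsg* at least 2.17-fold higher). It was 0.04 at percentile 75.2 for red blood cell markers (*Alas2* higher, 1.12). Above the floor lay 5 of 14 oviduct, 5 of 11 adipocyte, 9 of 14 skeletal muscle, 5 of 15 liver and kidney and 2 of 8 red blood cell markers. In all but the skeletal muscle list, the medians therefore rest mostly on genes given no direction, and they decide little about attached tissue. Over the genes above the floor the percentiles were 60.2, 33.5, 54.0 and 72.0 in this order, with none for red blood cell markers. For the mouse genes of the loci named in the introduction, the median was -0.05 at percentile 25.45, with *Lhcgr* lower of 10 above the floor. Cp, Peli1 and Xaf1 have probe sets past 1.5-fold in opposite directions: *Cp*, which encodes ceruloplasmin, was lower on 5 probe sets, with log2 ratios from -1.15 to -1.40, and higher on another (0.73).

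The first pattern weighed is the set of probe sets changed at least 1.5-fold. Noise of probe sets below the floor as the whole source is argued against by the share below it on both arrays. That share was 14.1% of the changed (exact 95% interval 12.5% to 15.9%) against 38.45% of all. It is low partly by construction, since a change can lift a dim probe set over the floor on 1 array. With the floor required on both arrays, 672 were higher and 462 lower. An offset of 50 left 281 higher and 263 lower, against 975 and 718 without it. Many calls therefore rest on dim signals, and their noise is not excluded as a source of those. A difference in RNA degradation is argued against by the 3-prime to 5-prime ratios of control probe sets, which differed between the arrays by 1.008-fold for *Gapdh* and 1.009-fold for *Actb*. Noise of single probe sets as the whole source needed at most 60% of other probe sets of changed genes to change the same way, and is argued against by 77.7% of 981 (interval 74.9% to 80.3%, which does not clear the bound of 75% written against it) and by 83.2% of 483 genes counted once by the brightest other probe set (79.6% to 86.5%). Prenatal DHT exposure is the biological explanation that the design gives, and it stays untested because it cannot be separated from any difference between single arrays. The paper reports longer estrus and metestrus in PNA mice. Its methods place blood collection on diestrus, with ovaries for histology removed afterwards, and do not state the cycle stage of the ovaries on the arrays. A difference in stage between the groups can therefore not be told apart either.

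The second pattern is the increase of chemokine genes. Leukocyte markers above the floor had a median of 0.356, less than the 1.13 of the changed chemokine ligands, which were picked by their change, but above the bound of 0.2, so more leukocytes in PNA ovaries may account for part of the pattern and stay open. Immediate-early and heat-shock genes above the floor had a median of -0.0772 with a spread of 0.325. This lies under the bound of 0.2 written for handling of the tissue, but not by the added margin, and its members went both ways, so handling may not be excluded. Neither can be told apart from a response of the ovary to prenatal DHT, which was not tested.

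The third pattern is the lower signal of *Mtr* and *Bhmt*. The paper reports fewer corpora lutea and a thinner granulosa cell layer of antral follicles in adult PNA mice. If fewer granulosa cells or fewer corpora lutea were the source, markers that follow their number would fall as far. The medians above the floor were 0.0328 for granulosa cell markers (spread 0.270, 20 genes) and 0.0152 for corpus luteum markers (spread 0.202, 18 genes). Both lie far above the log2 ratio of -2.76 for *Bhmt*, which argues against an even loss of granulosa cells as its whole source. The paper also reports fewer preovulatory follicles, and a median over all granulosa cell markers cannot show a loss confined to such a subset. The corpus luteum list shares *Cyp11a1*, *Hsd3b1* and *Lhcgr* with the theca list. It may therefore miss a loss of corpora lutea and does not decide that source for *Bhmt*. For *Mtr*, at -0.25, both medians pass the bound as written but not with the added margin, while with the mean of all probe sets (*Mtr* at -0.56) the medians of 0.0779 (spread 0.251) and 0.0152 (spread 0.211) clear it, so the verdict turns on dim probe sets and both stay open. A lower expression per cell after prenatal DHT is the explanation that the paper's design gives, and it was not tested here.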
